# The Role of the MYC/miR-150/MYB/ZDHHC11 Network in Hodgkin Lymphoma and Diffuse Large B-Cell Lymphoma

**DOI:** 10.3390/genes13020227

**Published:** 2022-01-25

**Authors:** Lotteke J. Y. M. Ziel-Swier, Yichen Liu, Annika Seitz, Debora de Jong, Jasper Koerts, Bea Rutgers, Rianne Veenstra, Fazlyn R. Abdul Razak, Agnieszka Dzikiewicz-Krawczyk, Anke van den Berg, Joost Kluiver

**Keywords:** miR-150, ZDHHC11, B-cell lymphoma

## Abstract

We previously described involvement of the MYC/miR-150/MYB/ZDHHC11 network in the growth of Burkitt lymphoma (BL) cells. Here we studied the relevance of this network in the two other B-cell lymphomas: Hodgkin lymphoma (HL) and diffuse large B-cell lymphoma (DLBCL). Expression levels of the network components were assessed at the RNA and protein level. The effect of modulating levels of the network components on cell growth was determined through GFP competition assay. AGO2-RNA immunoprecipitation was performed to validate targeting by miR-150. Expression levels of MYC, MYB and ZDHHC11 were increased, while miR-150 levels were decreased similar to the pattern observed in BL. The knockdown of MYC, MYB and ZDHHC11 decreased the growth of HL and DLBCL cells. In contrast, overexpression of miR-150 did not induce clear phenotypes in HL, and limited the effects in DLBCL. This could not be explained by the differences in overexpression levels. Furthermore, we showed that in HL, ZDHHC11 and MYB are efficiently targeted by miR-150. To conclude, MYC, MYB and ZDHHC11 are critical for the growth of HL and DLBCL cells consistent with the role observed in BL cells, while low endogenous miR-150 levels appeared to be less critical for the growth of HL and DLBCL cells despite the effective targeting of ZDHHC11 and MYB.

## 1. Introduction

Burkitt lymphoma (BL) is a highly aggressive germinal center (GC) B-cell derived lymphoma subtype occurring most commonly in children. The hallmark of BL is the translocation of the MYC gene locus to one of the immunoglobulin gene loci, which results in high expression of the oncogenic transcription factor MYC [1]. MYC regulates the expression of many protein-coding and non-coding genes [2,3,4,5,6]. One of the non-coding targets is the MYC-repressed microRNA-150 (miR-150), an important tumor suppressor in lymphoma [6,7,8]. Two validated targets of miR-150 in B-cells are the transcription factor MYB [9,10] and ZDHHC11 [11]. The ZDHHC11 gene encodes a protein that belongs to the zinc finger DHHC domain-containing (ZDHHC) enzyme (S-palmitoyltransferase) family of 24 members. ZDHHC proteins affect the stability, localization and function of other proteins through palmitoylation [12]. Besides a protein-coding transcript, two other transcripts have been identified from the ZDHHC11 locus in BL: a linear long non-coding (lnc) and a circular non-coding (circ) RNA transcript. All three transcripts contain up to 18 binding sites for miR-150 and were shown to bind miR-150. In BL, MYC, MYB and ZDHHC11 show increased levels and miR-150 decreased levels compared to normal germinal center (GC) B-cells. The knockdown of MYB, MYC and all ZDHHC11 transcripts strongly inhibited cell growth in BL, while overexpression of miR-150 inhibited BL growth by the targeting of MYB and ZDHHC11 [11]. Here we studied the relevance of the MYC/miR-150/MYB/ZDHHC11 network in two other GC B-cell derived lymphomas, i.e., Hodgkin lymphoma (HL) and diffuse large B-cell lymphoma (DLBCL).

## 2. Materials and Methods

### 2.1. Culture of Cell Lines and Sorting of GC B-Cells

Cell lines used throughout the manuscript are listed in Supplementary Table S1, including their origin and culture conditions. Cell lines were either cultured in RPMI 1640 (Gibco, Waltham, MA, USA; Lonza BioWhittaker, Walkersville, MD, USA in case of ST486), McCoys5A (Lonza BioWhittaker, Walkersville, MD, USA) or DMEM (Lonza BioWhittaker, Walkersville, MD, USA), supplemented with 10–20% fetal bovine serum (Cambrex Biosciences, Walkersville, MD, USA). All media were supplemented with 100 units/mL of penicillin, 100 µg/mL of streptomycin and 2 mM of glutamine (Cambrex Biosciences, Walkersville, MD, USA). The origin of the cell lines was confirmed with STR DNA analyses on a regular basis and mycoplasma tests were performed to exclude contamination. The cultures were maintained at 37 °C in a humidified air atmosphere supplemented with 5% CO_2_.

GCB-cells (defined as CD20+IgD−CD38+) were sorted from routinely removed tonsil specimens as described previously [13]. Written permission for the use of the tonsil tissues to isolate GCB-cells was obtained from the parents of the children. The study protocol was consistent with international ethical guidelines (the Declaration of Helsinki and the International Conference on Harmonization Guidelines for Good Clinical Practice).

### 2.2. DNA Constructs and Viral Transfection

Lentiviral shRNA constructs targeting all ZDHHC11 transcripts, and MYC and MYB were described and tested previously [11]. Non-targeting control shRNA constructs were consistently used as negative controls. Lentiviral vectors for miR-150 overexpression and empty vector controls were described previously [14]. Lentiviral transfections were performed as previously described [15,16], aiming for an infection percentage of 10–50% to follow the effect on cell growth over time. To validate miRNA overexpression levels, we infected cells aiming at an infection percentage of >70%. In case of low GFP percentages, infected cells were puromycin selected for 1–2 weeks. Cells were harvested and stored at −20 °C until further processing. 

### 2.3. GFP Competition Assay 

The percentages of GFP positive cells were measured on the BD Accuri™ C6 Plus Cell Analyzer (BD Biosciences, Franklin Lakes, NJ, USA) at day 4 post-transfection and monitored tri-weekly for three weeks. Data were analyzed using FlowJo software (version 10, Treestar, Ashland, OR, USA). To determine the effect on cell growth, the percentage of GFP positive cells at day 4, 6 or 8 (depending on the time reaching the maximal GFP percentage which varied per construct and cell line) was set to 100% and the fold difference relative to this starting point was calculated for each time point. To determine significant differences in the GFP assays, we used mixed model analysis as described previously [11]. 

### 2.4. RNA Isolation and RT-qPCR 

Total RNA was isolated using the miRNeasy mini or micro kit (Qiagen, Germantown, MD, USA) in combination with Phase Lock Gel Heavy tubes (5 Prime, Hilden, Germany). The primers used for the quantification of the transcript levels are shown in Supplementary Table S2. For the quantification of the circular ZDHHC11 transcript, an input of 10 ng of cDNA was used, and for the other transcripts, we used an input of 1 ng in a final volume of 10 µL. The synthesis of cDNA and amplification were performed as described previously [11]. Expression levels were normalized to U6 and expressed as 2-delta Cp. For the quantification of miRNA overexpression, multiplex miRNA-specific cDNA synthesis and RT-qPCR was performed using the TaqMan MicroRNA Reverse Transcription Kit and TaqMan MicroRNA Assays (both Applied Biosystems, Waltham, MA, USA) according to the manufacturer’s protocol. The MicroRNA Assay IDs were as follows: 000473 (miR-150-5p), 000391 (miR-16-5p), 002308 (miR-17-5p) and 001006 (RUN48). MiRNA levels were normalized to RNU48 and expressed as 2-delta Cp.

### 2.5. AGO2 RNA Immunoprecipitation

Immunoprecipitation of AGO2-containing RISC complexes was performed as described previously [17] with some small modifications. EZview protein G beads (Merck Life Science NV, Amsterdam, the Netherlands) were pre-blocked using 5% BSA and 2 µg/µL salmon sperm sonicated ssDNA (Merck Life Science NV). Lysates from 30–40 million L428 and SUPHD1 cells were incubated with anti-AGO2 antibody (clone 2E12-1C9, Abnova, Taipei City, Taiwan) coated beads overnight at 4 °C while gently rocking. As a negative control, cells were also incubated with anti-IgG antibody (Millipore BV, Amsterdam, The Netherlands) coated beads.

Total RNA of the total fractions (TF) and immunoprecipitated (IP) fractions were isolated as described above and used for analysis by microarray using an Agilent SurePrint G3 Human GE 8x60K microarray (Agilent ID 72363) as described previously [11]. The microarray data were deposited in the Gene Expression Omnibus (GSE188310). Genes were identified as specific targets of miR-150 when the IP/TF ratio in the HL cells transfected with the miR-150 overexpression vector was ≥twofold higher than the IP/TF ratio in the HL cells transfected with the empty overexpression vector. For comparison to the miR-150-specific targets previously identified in BL [11], we focused on genes for which probes were present on both microarrays. 

### 2.6. Western Blot 

Whole cell protein lysates were prepared using cell lysis buffer (Cell Signaling) supplemented with 1 mM PMSF. The total protein concentration was measured using the Pierce BCA Protein Assay kit (Thermo Fisher Scientific, Waltham, MA, USA). After denaturing by boiling for 5 min at 100 °C in loading buffer, proteins were separated by SDS-PAGE using 10% acrylamide gels. Next, the proteins were transferred to nitrocellulose membranes using the Bio-Rad Wet electroblotting system (Life Science Technologies). Antibodies were diluted in 5% milk in Tris-buffered saline + Tween-20. The primary, secondary and tertiary antibody solutions used are listed in Supplementary Table S3. For detection of GAPDH, Pierce™ ECL Western blotting Substrate (Thermo Fisher Scientific, USA) was applied to the blots. SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific, USA) was applied to the blots for detection of the other proteins. Protein bands were visualized with a ChemiDoc MP scanner and bands were quantified using the Image Lab 6.0 software (both BioRad, Veenendaal, The Netherlands). Protein levels were normalized to GAPDH or to the total amount of protein loaded on gel.

### 2.7. Analysis of Deposited Microarray and RNA-seq Data 

For cHL, normalized and log2 transformed microarray expression data of probes detecting all three ZDHHC11 transcripts (Affymetrix probe set 232417_x_at) were retrieved from the GEO accession viewer (http://www.ncbi.nlm.nih.gov/geo/ accessed on 23 April 2021; GSE39132 (5 CD77+ GC B-cell samples) and GSE39133 (29 HRS cell samples) for the Steidl cohort; GSE12453 (10 CD77-/+ GC B-cell samples and 12 HRS cell samples) for the Tiacci cohort; GSE12453 (12 HRS cell samples) and GSE83441 (5 CD30+ GC B-cell samples) for the Weniger cohort) [18,19,20].

For DLBCL, TMM-normalized RNA-seq expression data for ZDHHC11 mRNA was selected from the Scott & Ennishi cohort (*n* = 283) [21,22]. Assignment into cell-of-origin groups was performed using Lymph2Cx digital gene expression profiling. Normalized and log2 transformed microarray expression data of the Visco cohort (*n* = 489) for all ZDHHC11 transcripts using the Affymetrix probe as described above was obtained from the NCBI Gene Expression Omnibus (GEO accession number GSE31312) via the R2: Genomics Analysis and Visualisation Platform (http://r2.amc.nl accessed on 23 April 2021) [23]. Assignment into cell-of-origin groups was performed using TMA immunohistochemistry.

### 2.8. Statistical Analysis

GraphPad Prism 6 (GraphPad Software Inc., La Jolla, CA, USA) was used to perform the statistical analysis. Data was represented as mean with SD, median or median with interquartile range. Statistical analysis of the differences between median was calculated with the one-sided Mann-Whitney test for the comparison of two groups, or the Kruskal-Wallis test with Dunn’s post-hoc test when more than two groups were compared.

## 3. Results

### 3.1. Expression of Network Components in B-Cell Lymphoma

In our previous study, we already showed similar expression patterns for the network components in HL and DLBCL as compared to BL, i.e., increased MYB, MYC and ZDHHC11 levels and decreased miR-150 levels compared to GC B-cells [11]. As a next step, we tested the expression levels of the three individual ZDHHC11 transcripts in a set of 30 B-cell lymphoma cell lines and GC B-cells. The levels of each of the three distinct ZDHHC11 transcripts were increased in BL, HL and DLBCL cell lines compared to GC B-cells (Figure 1), with significant differences for BL and HL in comparison to GC B-cells. The expression patterns were similar to the results observed for the general primer set targeting all three ZDHHC11 transcripts (Figure S1). For DLBCL, we observed the same trend, albeit less pronounced and not significantly different. Expression levels for each of the ZDHHC11 transcripts were consistently low in GC B-cells and increased in the cell lines, albeit at variable levels, especially for circZDHHC11. For completeness, we also determined the mRNA expression levels of MYC, MYB and miR-150 in this extended cell line panel (Figure S1). The expression patterns of the other network components also showed the same trend in HL and DLBCL as observed for BL in line with our previous results [11].

Next, we tested the presence of MYC and MYB protein in a subset of the HL and DLBCL cell lines also used for functional follow-up experiments (Figure 2 and Figure S2). MYC protein levels were higher in KMH2, L428 and L540 HL cell lines as compared to SUPHD1. In DLBCL cell lines, SUDHL4, SUDHL5 and U2932 had higher levels compared to WSU-DLCL2. MYB protein was detected in two of the HL cell lines and in all of the DLBCL, with lower levels present again in WSU-DLCL2. The two MYB negative HL cell lines, i.e., L428 and SUPHD1, harbored a nonsense mutation in MYB that led to a truncated MYB protein, which cannot be detected with the antibody raised against the C-terminus of MYB that was used in the WB [24]. Despite testing multiple commercially available ZDHHC11 antibodies, we were unable to reliably detect the ZDHHC11 protein. Overall, the observed expression patterns of the three individual ZDHHC11 transcripts and the other network components, i.e., MYC, MYB and miR-150, in HL and DLBCL cell lines were similar to those observed in BL. No obvious correlation could be observed between MYC mRNA and protein levels in either HL or DLBCL cell lines. MYB mRNA and protein levels did show a moderate correlation in both HL and DLBCL, with exception of the two HL cell lines with a truncating mutation in MYB, resulting in loss of the binding site of the MYB antibody.

To confirm expression of ZDHHC11, i.e., the novel component of the MYC-miR-150-MYB network, in primary HL and DLBCL we analyzed previously published expression profiling studies. The levels of the ZDHHC11 transcripts were moderate to strongly increased in purified primary HRS cells compared to GC B-cells in all three cohorts (Figure S3). A possible explanation for the observed variation in ZDHHC11 increases may be related to the different approaches used to isolate GC B-cells. ZDHHC11 was also expressed in primary DLBCL cases with significantly higher levels in GCB DLBCL compared to ABC DLBCL cases in both cohorts. These data indicate that ZDHHC11 is expressed in primary HRS and DLBCL cells, further underscoring the potential relevance of this network in HL and DLBCL. 

### 3.2. Effect of MYC, MYB, ZDHHC11 and miR-150 on Growth of HL and DLBCL Cell Lines

Next, we tested the effect of MYC, MYB or ZDHHC11 knockdown in HL and DLBCL cell lines. The effectiveness of the shRNAs targeting MYC, MYB and ZDHHC11 transcripts has been shown in our previous publication and were confirmed for MYC and MYB in the L540 HL cell line (Figure S4) [5,11]. The knockdown of MYC revealed a strong negative effect on growth, with a relative decrease in GFP positive cells of more than 40% in most cell lines at day 22 after infection (Figure 3). Two HL cell lines, KMH2 and L428, and one DLBCL cell line, WSU-DLCL2, showed a milder effect on growth upon MYC knockdown with a decrease in GFP of 20–35%. The knockdown of MYB induced a mild effect in the two HL cell lines with nonsense mutations, SUPHD1 (33%) and L428 (12%), while it had a strong inhibiting effect on growth of the other HL and all DLBCL cell lines, with a decrease in GFP of more than 40%. 

The knockdown of all ZDHHC11 transcripts also inhibited growth of HL and DLBCL cell lines, albeit at variable levels ranging from mild to strong effects. In HL, both shRNAs showed a strong phenotype in SUPHD1 and L540, with a reduction of 78% and 40% for shRNA-1 and 82% and 70% for shRNA-2. The effects on growth of KMH2 and L428 cells were milder with 40 and 20% for shRNA-1 and 35 and 40% for shRNA-2. In DLBCL cell lines U2932 and WSU-DLCL2, the reduction in GFP was most prominent for shRNA-2 with 40 and 60%, and moderate for shRNA-1 with 10 and 40%. In the two other DLBCL cell lines, SUDHL4 and SUDHL5, only mild effects were observed for shRNA-1 and no effects for shRNA-2. Thus, similar to BL, the inhibition of all ZDHCC11 transcripts resulted in a decrease in growth in all HL and two of the four DLBCL cell lines, while the knockdown of MYC and MYB decreased cell growth in all cell lines.

To establish an effect of miR-150 overexpression on cell growth, we first tested the overexpression efficiency in all individual cell lines (Figure S5). The fold increase in expression ranged between ~125 and ~1400 and was dependent on the endogenous miR-150 levels. The absolute ectopic expression levels were less variable and in the same range as the levels achieved in BL upon miR-150 overexpression. In our previous work, miR-150 overexpression resulted in a clear negative effect on growth in BL cell lines [11]. Unexpectedly, overexpression of miR-150 induced only very mild effects on growth in two of the four HL cell lines and in all four of the DLBCL cell lines, while no effects were observed in the HL cell lines SUPHD1 and L428. Therefore, in contrast to BL, overexpression of miR-150 has limited to no effect on growth of HL and DLBCL cell lines.

### 3.3. MiR-150 Targets ZDHHC11 and MYB in HL Cells

To explore whether differences in the genes targeted by miR-150 could explain the lack of a phenotype for miR-150 overexpression, we performed AGO2-RNA immunoprecipitation (AGO2-RIP) in two HL cell lines, i.e., L428 and SUPHD1. 

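L428 and SUPHD1 are established HL cell lines. In AGO2-RIP, the protein AGO2, which carries miRNAs to their target transcripts, was precipitated together with the RNA bound to it. RNA of this IP fraction was compared with RNA of the total fraction (TF) of the same cells. The cells carried the miR-150 overexpression vector or the empty vector (EV), which gave 4 groups per cell line with 2 replicates each. The samples were hybridized to 8 arrays on 1 slide. Each array held an L428 sample labelled with Cy3 and a SUPHD1 sample of the opposite fraction labelled with Cy5, from the same vector and the same replicate number. Cell line and dye are therefore the same split, and each cell line was analysed over its own 8 channels. The authors extracted the intensities with Agilent Feature Extraction, and the deposited median signal of each spot had not been normalized. An array held 60901 spots other than controls, for 58201 probes. The median signal was corrected for the local background with normexp (offset 50) and quantile normalized over the 8 channels of a cell line. Probes were kept when they were well above background in both replicates of at least 1 of the 4 groups, which left 22208 probes in L428 and 24851 in SUPHD1. The miR-150 IP channels of L428 were dimmer than the others. In these 2 channels, 33.1% and 33.7% of the spots were well above background, against 37.3% to 42.4% in the other 6 L428 channels and 37.3% to 47.6% in the 8 SUPHD1 channels. The 95th percentile of the median signal was 805 and 869 in the L428 miR-150 IP channels and lay between 1724 and 2268 in the other 6 channels of this cell line. The change upon miR-150 overexpression was the log2 IP/TF ratio with miR-150 minus the log2 IP/TF ratio with EV, and it was tested with limma. The number of arrays limits the precision, since 2 replicates per group leave 4 residual degrees of freedom per cell line.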

A good efficiency of the AGO2-RIP was confirmed by showing enrichment of the AGO2 protein by Western blot as well as by enrichment of miR-150, miR-16 and miR-17 by RT-qPCR in the IP fractions (Figure S6). The numbers of IP enriched probes upon miR-150 overexpression were 225 for L428, 46 for SUPHD1, 65 for ST486 and 27 for DG75. 

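With the paper's criterion, an IP/TF ratio with miR-150 at least 2-fold that with EV, 291 probes were IP enriched in L428 and 16 in SUPHD1. For this count the replicates were averaged, and IP/TF ratios under 1 were set to 1, because Table S4 lists no IP/TF ratio below 1. In both cell lines 5 probes passed. With each replicate number taken alone, 220 of the L428 probes and 13 of the SUPHD1 probes were at least 2-fold. Over the alternative settings the counts ran from 88 probes with median scaling to 822 with the scanner software's processed signal in L428, and from 12 with at least 2-fold required in each crossed pair of replicate numbers to 90 with the processed signal in SUPHD1. Tested with limma at an adjusted p under 0.05, the IP/TF ratio changed for 4130 probes in L428, of which 2070 were higher and 2060 lower with miR-150. This even split depends on the setting. With a 2-fold change required as well, 359 probes were higher and 15 lower, and with 75th percentile scaling 11087 were higher and 2180 lower. In SUPHD1 the IP/TF ratio changed for 333 probes, of which 125 were higher and 208 lower. This balance also depends on the setting, since with median scaling 161 were higher and 85 lower. Of the IP enriched probes, 290 of 291 in L428 and 14 of 16 in SUPHD1 also had an adjusted p under 0.05 from limma. EV and miR-150 samples share the replicate numbers 1 and 2, so it was tested whether same-numbered samples deviated together from the mean of their group. The correlation across probes between same-numbered EV and miR-150 samples was on average -0.063 in L428 and -0.115 in SUPHD1, where EV IP and miR-150 TF reached -0.388. The same-numbered IP and TF of 1 vector deviated together, with correlations of 0.15 (EV) and 0.124 (miR-150) in L428 and of 0.238 (EV) and 0.109 (miR-150) in SUPHD1. With the replicate number as a block, limma called 3742 probes in L428 and 157 in SUPHD1. With the numbers crossed, EV replicate 1 with miR-150 replicate 2 and the reverse, a block chosen after seeing the data, it called 4155 and 715 probes. With the IP and TF of the same vector and replicate number as a block, also chosen after seeing the data, it called 3851 and 416 probes. Over all settings the limma counts ran from 374 probes, with a 2-fold change required as well, to 13267 with 75th percentile scaling in L428, and from 40 with a normexp offset of 10 to 1370 with all 16 channels in 1 fit in SUPHD1. In a fit of all 16 channels, the change upon miR-150 overexpression differed between the cell lines for 2876 of 26468 probes, being higher in L428 for 1555 and higher in SUPHD1 for 1321. With 75th percentile scaling it was higher in L428 for 13529 and higher in SUPHD1 for 1504. This fit had no term for the array, so an effect shared by the 2 channels of an array adds to these differences. The adjusted p-values do not account for such an effect.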

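Of the 4 ZDHHC11 probes on the array, A_24_P153456 and A_33_P3344204 were well above background in all 8 channels of each cell line. So were the probe for ZDHHC11B (A_33_P3345643) and the MYB probe (A_23_P31073). In L428 the log2 IP/TF ratio of ZDHHC11 probe A_24_P153456 was -0.52 ± 0.03 (SD, n = 2) with EV and 4.10 ± 0.13 (SD, n = 2) upon miR-150 overexpression. This log2 change of 4.62 (standard error 0.10, adjusted p = 4.4e-08 from limma) was seen in each replicate number, with 4.69 and 4.55. In SUPHD1 the log2 ratio of the same probe was -1.16 ± 0.09 (SD, n = 2) with EV and 2.15 ± 0.22 (SD, n = 2) with miR-150. The change was 3.32 (standard error 0.15, adjusted p = 1.9e-06 from limma), with 3.54 and 3.10 in the replicate numbers. ZDHHC11 probe A_33_P3344204 rose by 5.03 on the log2 scale in L428 (adjusted p = 9.2e-09) and by 4.00 in SUPHD1 (adjusted p = 3.3e-07). The ZDHHC11B probe rose by 5.01 in L428 (adjusted p = 9.2e-09) and by 3.91 in SUPHD1 (adjusted p = 5.7e-07). For MYB, the log2 IP/TF ratio was 0.02 ± 0.06 with EV and 2.10 ± 0.03 with miR-150 in L428, and 0.15 ± 0.03 with EV and 2.15 ± 0.02 with miR-150 in SUPHD1 (SD, n = 2 in each group). The MYB change was 2.08 (standard error 0.09, adjusted p = 1.3e-05) in L428 and 1.99 (standard error 0.13, adjusted p = 5.8e-05) in SUPHD1. Expressed as the paper's ratio, with IP/TF ratios under 1 set to 1, the enrichment of A_24_P153456 was 17.2 in L428 and 4.45 in SUPHD1, and that of A_33_P3344204 was 20.6 and 5.77. It was 18.0 and 5.08 for ZDHHC11B and 4.22 and 3.98 for MYB. The ZDHHC11 ratios with EV were under 1, so that the floor lowers the enrichment, which for A_24_P153456 was 24.6 in L428 and 9.97 in SUPHD1 without it. The setting that moved the change of A_24_P153456 most was the processed signal, with 5.81 in L428 and 4.08 in SUPHD1. Between the cell lines the change of A_24_P153456 differed by 1.30 (adjusted p = 3.9e-04 in the fit of all 16 channels), and the MYB change by 0.08 (adjusted p = 0.767). The other 2 ZDHHC11 probes were dim. A_21_P0012878 was kept in SUPHD1, where it rose by 0.60 (standard error 0.15, adjusted p = 0.085). It passed the threshold in the fit of all 16 channels, and its rise was 3.12 with the processed signal. A_33_P3344209 was kept in neither cell line.

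**Figure D1:**
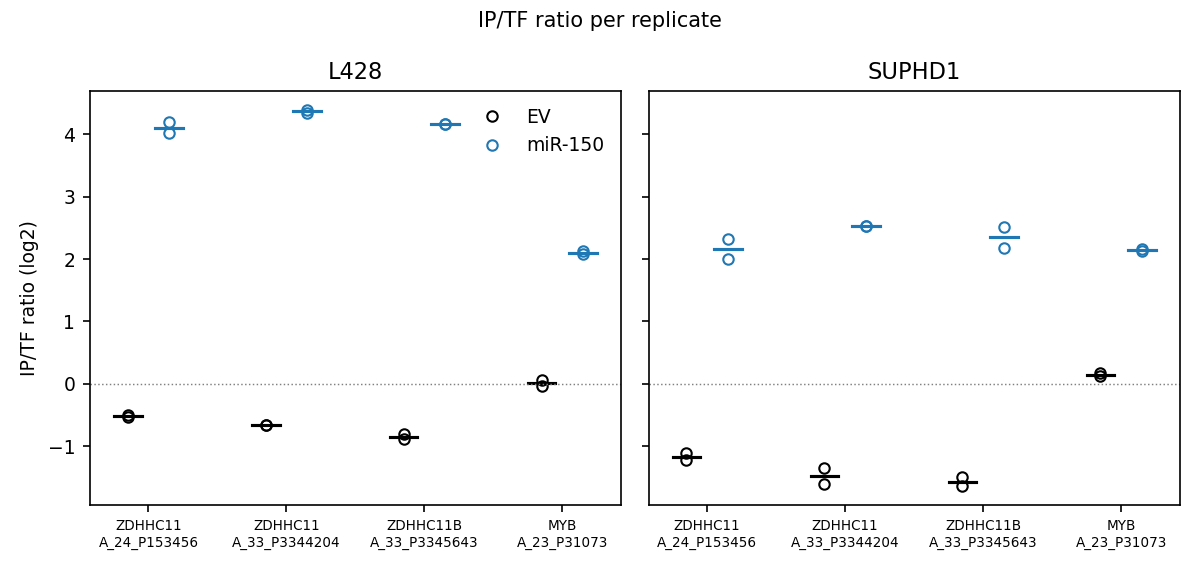
Log2 IP/TF ratio of the ZDHHC11, ZDHHC11B and MYB probes in L428 (left) and SUPHD1 (right). Each circle is 1 of the 2 replicates, with EV in black and miR-150 in blue, and each bar is the mean of a group. For each of the probes the replicates with miR-150 lie above those with EV, with MYB means of 2.10 and 2.15 upon miR-150 overexpression.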

Similar to the results in BL, we also showed a clear enrichment of ZDHHC11 and MYB probes upon miR-150 overexpression in the HL cell lines (Figure 4A and Table S4). This indicated that upon miR-150 overexpression, ZDHHC11 and MYB transcripts are targeted by miR-150 in HL cells. 

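The levels in the TF changed far less than the IP/TF ratios. In the TF of L428, miR-150 overexpression changed ZDHHC11 probe A_33_P3344204 by -0.30 on the log2 scale (standard error 0.06, adjusted p = 0.013 from limma) and A_24_P153456 by -0.12 (adjusted p = 0.301). In the TF of SUPHD1 the changes of these probes were -0.36 (standard error 0.10, adjusted p = 0.049) and -0.00 (adjusted p = 0.988). The ZDHHC11B probe changed by -0.39 (adjusted p = 0.0056) in the TF of L428 and by -0.30 (adjusted p = 0.113) in that of SUPHD1. The MYB probe changed by -0.28 (standard error 0.06, adjusted p = 0.021) and by -0.48 (standard error 0.09, adjusted p = 0.011). Some of these calls depended on the setting. Over the 12 alternatives with a test, the adjusted p of A_33_P3344204 in SUPHD1 ranged from 0.0064 to 0.105 and was under 0.05 in 5, that of MYB in L428 ranged from 0.0082 to 0.055 and was under 0.05 in 10, and that of ZDHHC11B in SUPHD1 ranged from 0.030 to 0.209 and was under 0.05 in 2. Over all probes, 2872 changed in the TF of L428 at an adjusted p under 0.05, of which 1421 were higher and 1451 lower, and 1797 changed in the TF of SUPHD1, of which 804 were higher and 993 lower. The balance depends on the setting. With 75th percentile scaling 2923 were higher and 1685 lower in the TF of L428, and with the processed signal 2097 were higher and 1495 lower in the TF of SUPHD1. From the increased enrichment of the ZDHHC11 and MYB probes in the IP fraction upon miR-150 overexpression, the paper concludes that these transcripts are targeted by miR-150 in HL cells.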

In a more detailed analysis of the AGO2-IP fraction by RT-qPCR, we showed that the three individual transcripts of ZDHHC11 were all enriched in the HL cell lines upon miR-150 overexpression (Figure 4B). In line with our results in BL, the circZDHHC11 transcript was the most enriched transcript in both cell lines. The fold enrichment of the pcZDHHC11 transcript was less than 2: making it lower than the enrichment of the two other ZDHHC11 transcripts and suggesting a less effective interaction with miR-150. Consistent with the findings in BL, we also observed a decrease in MYB protein levels upon miR-150 overexpression in KMH2 and L428 supporting effective targeting by miR-150 (Figure 4C,D and Figure S7). 

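Apart from the ZDHHC11, ZDHHC11B and MYB probes, ATP6V1G1 (A_23_P20882) was IP enriched in both HL cell lines. Its log2 change was 1.63 (standard error 0.09, adjusted p = 3.5e-05 from limma) in L428 and 1.26 (standard error 0.16, adjusted p = 0.0060) in SUPHD1. With IP/TF ratios under 1 set to 1, its enrichment was 2.09 in L428, against 3.10 without this floor, and 2.39 in SUPHD1. With median scaling the L428 enrichment with the floor was 1.60 and fell below 2-fold. DIRC2 (A_23_P80778), which Table S4 lists for both cell lines, rose by 0.72 (standard error 0.12, adjusted p = 0.0051) in L428 and by 0.86 (standard error 0.14, adjusted p = 0.019) in SUPHD1, ratios of 1.65 and 1.81. The processed signal brought its L428 ratio to 2.08 and median scaling its SUPHD1 ratio to 2.06. With a normexp offset of 10 neither ATP6V1G1 (adjusted p = 0.064) nor DIRC2 (adjusted p = 0.086) was called in SUPHD1. A further DIRC2 probe (A_33_P3308263) was kept in SUPHD1 alone and rose there by 0.31 (adjusted p = 0.296). Among the 5 probes with the largest increase in each cell line, the remaining ones were LOC101927851 (A_21_P0001246) in L428 and IKBIP (A_23_P53467) in SUPHD1. The IP/TF ratio of LOC101927851 rose by 2.08 (standard error 0.32, adjusted p = 0.0034) in L428 and changed by -1.38 (standard error 0.39, adjusted p = 0.119) in SUPHD1, a fall that was called with the crossed replicate block and with the block of vector and replicate number. That of IKBIP rose by 2.04 (standard error 0.15, adjusted p = 2.0e-04) in SUPHD1 and by 1.04 (standard error 0.09, adjusted p = 2.3e-04) in L428, where both ratios lay near or below 1 (0.515 with EV and 1.06 with miR-150). Among the 16 probes IP enriched in SUPHD1, those for AQP4 (adjusted p = 0.489) and DNA2 (adjusted p = 0.271) did not hold up against the replicate error. They were picked out after their values were seen. Over the 20591 probes kept in both cell lines, the changes in L428 and SUPHD1 had a Pearson correlation of -0.18 across probes, which are not independent replicates. Each array held opposite fractions of the 2 cell lines, so an effect shared by its channels enters these changes with opposite signs. That could contribute to the negative correlation and to the opposite changes of LOC101927851.

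**Figure D2:**
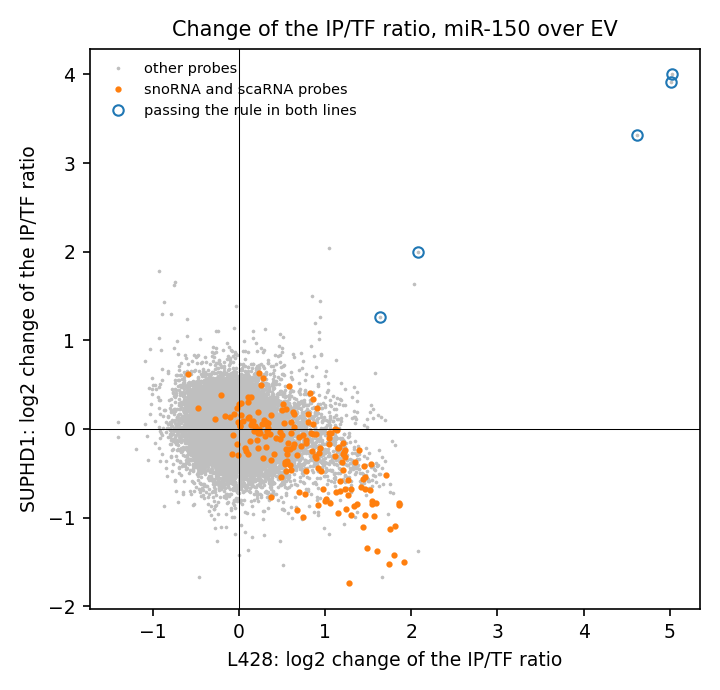
Log2 change of the IP/TF ratio upon miR-150 overexpression in L428 (horizontal axis) and SUPHD1 (vertical axis) for the probes kept in both cell lines. Each point is 1 probe. Circles mark the 5 probes that were IP enriched in both cell lines, and orange points the snoRNA and scaRNA probes, of which 117 of 173 were higher in L428 and lower in SUPHD1. An array held opposite fractions of the cell lines, so an effect shared by its channels would move the changes in opposite directions.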

Comparison of the other miR-150 target genes identified in the AGO2-RIP experiments in BL and HL revealed no obvious differences between BL and HL that might explain the lack of a phenotype in HL (Figure S8). 

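The array carries 1 probe for EGR2 (A_23_P46936). Its IP/TF ratio rose upon miR-150 overexpression by 0.46 on the log2 scale in L428 (standard error 0.12, adjusted p = 0.033 from limma), with 0.26 and 0.66 in the replicate numbers. In SUPHD1 it rose by 0.94 (standard error 0.21, adjusted p = 0.058), with 1.03 and 0.85 in the replicate numbers. The change did not differ detectably between the cell lines (difference -0.48, adjusted p = 0.272). Over the alternative settings the adjusted p ranged from 0.0063 to 0.140 in L428 and from 0.0096 to 0.169 in SUPHD1, so that neither call was stable.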

In ST486, we identified the previously confirmed miR-150 target EGR2, while this gene was not AGO2-IP enriched in the other cell lines. Thus, our data indicate that although miR-150 can effectively bind to the transcripts of ZDHHC11 and MYB, it does not induce a clear phenotype in HL.

## 4. Discussion

The MYC/miR-150/MYB/ZDHHC11 network was previously established in BL and was shown to have a cell growth regulatory effect [11]. Here we explored the role of the network in HL and DLBCL. The expression of the four components of the network showed the same pattern in HL and DLBCL as compared to BL. Analysis of the three individual ZDHHC11 products, the protein coding, the long non-coding and the circular ZDHHC11 transcripts, in HL and DLBCL also showed patterns that were consistent with those observed in BL. Despite having similar expression patterns of the network components and similar effects upon knockdown of MYC, MYB and ZDHHC11 on cell growth, miR-150 overexpression induced no or limited effects on growth of four HL and four DLBCL cell lines. 

Next, we explored why miR-150 overexpression did not affect the growth of HL and DLBCL cell lines. A first potential explanation might be that the achieved miR-150 levels are insufficient to induce a phenotype. A comparison of miR-150 overexpression efficiencies of HL and DLBCL with BL cell lines showed that the combined endogenous and ectopic levels were in the same range in all three lymphoma subtypes and thus an unlikely explanation for the lack of phenotype upon overexpression of miR-150 in HL and DLBCL.

As a second possible explanation we determined whether miR-150 targets MYB and ZDHHC11 in HL because these cell lines showed the weakest effect on cell growth upon miR-150 overexpression. 

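Ranked by the log2 change of the IP/TF ratio, ZDHHC11 probe A_33_P3344204, the ZDHHC11B probe and ZDHHC11 probe A_24_P153456 took ranks 1, 2 and 3 among all probes kept, in L428 as in SUPHD1. The MYB probe ranked 5 in each cell line, behind LOC101927851 in L428 and IKBIP in SUPHD1 at rank 4. Ranked by the ratio with IP/TF ratios under 1 set to 1, MYB was at rank 5 in L428 and at rank 4 in SUPHD1.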

Probes for both MYB and ZDHHC11 were among the most enriched targets, with IP enrichment levels similar to those observed in BL [11]. Effective targeting of MYB by miR-150 was also confirmed at the protein level. Together, these data showed that miR-150 efficiently targets both MYB and ZDHHC11 transcripts in HL and that the lack of inducing a phenotype could not be explained by lack of targeting these two transcripts. 

A third possible explanation is that in BL the effect of miR-150 on cell growth is caused by a combined regulation of multiple target genes including MYB and ZDHHC11, but also other genes. This could imply that in HL the efficiency of miR-150 for targeting MYB and ZDHHC11 is insufficient to cause a clear effect on cell growth. It has indeed been shown that the miR-150 target gene repertoire can highly differ between different hematopoietic malignancies, e.g., MYB, FLT3, CBL and EGR2 in MLL-rearranged AML cells [25,26], and DKC1 and AKT2 in NK/T-cell lymphoma [8]. 

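EGR2 was well above background in all 8 channels of each cell line. The background-corrected signal of its probe lay between 58 and 133 in L428 and between 507 and 2637 in SUPHD1. In L428 its IP/TF ratio was 1.69 with EV and 2.33 with miR-150, and in SUPHD1 it was 2.20 with EV and 4.22 with miR-150. The ratio between miR-150 and EV was thus 1.38 in L428 and 1.92 in SUPHD1, both under 2-fold. In SUPHD1 it reached 2-fold with 4 of the 8 alternative settings that change the ratio, namely median scaling (2.18), 75th percentile scaling (2.00), loess within each array (2.00) and without replicate 2 (2.05). In L428 it stayed between 1.18 and 1.59.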

EGR2 is enriched in the IP fraction upon miR-150 OE in ST486, while it is not expressed in DG75 and not enriched in the IP fractions of the two HL cell lines that do not show a phenotype (L428 and SUPHD1) upon miR-150 overexpression. None of the other reported miR-150 target genes were expressed (FLT3) or IP enriched (CBL, DKC1 and AKT2). 

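The FLT3 probe (A_23_P99442) was well above background in 0 of the 8 channels of L428 and in 0 of the 8 of SUPHD1, with a background-corrected signal of at most 12. It was therefore not tested. The CBL probe (A_33_P3256033) changed in IP/TF ratio by -0.22 on the log2 scale (standard error 0.17, adjusted p = 0.405 from limma) in L428 and by 0.15 (standard error 0.13, adjusted p = 0.595) in SUPHD1. Its change in L428 was 0.29 with 75th percentile scaling and 0.012 with median scaling, both -0.013 relative to the median of all probes. The DKC1 probe (A_23_P137143) rose by 0.42 (standard error 0.09, adjusted p = 0.014) in L428 and by 0.51 (standard error 0.16, adjusted p = 0.153) in SUPHD1. In L428 its level changed by 0.11 in the IP and by -0.31 in the TF (adjusted p = 0.015 from limma for the TF). Its IP/TF ratio with miR-150 in L428 was 0.904, so that the rise left it below 1, and with median scaling the change was -0.022. Relative to the median of all probes it was -0.047 with 75th percentile scaling as with median scaling. In SUPHD1 the rise was called in the fit of all 16 channels. AKT2 has 3 probes, whose changes lay between -0.11 and 0.23 in L428 and between -0.10 and 0.11 in SUPHD1, with no adjusted p under 0.154. The AKT2 changes depended on the setting. In L428 they were 0.38, 0.83 and 0.52 with 75th percentile scaling, which moved the median of all L428 probes to 0.31, and all 3 were called. AKT2 probe A_33_P3400171 was also called with median scaling (0.54, adjusted p = 0.0028 from limma), where the median of all L428 probes was 0.025. Relative to the median of all probes it was 0.52 with both scalings, which must give the same value because each subtracts 1 constant per channel. The shift of the median thus does not account for these calls of A_33_P3400171. This probe was dim in L428, with a background-corrected signal between 22 and 57, so a shift that depends on the signal is not excluded. None of the CBL, DKC1 and AKT2 probes reached a ratio of 2-fold between miR-150 and EV under any setting, the largest being 1.72 for AKT2 probe A_33_P3400171 in L428.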

Analysis of other genes specifically enriched in the AGO2-IP of BL or HL revealed no obvious candidates that might explain the lack of a phenotype in HL. 

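The array also carries probes for ncRNAs. By the transcript class of the reference annotation, 72 of the 291 IP enriched L428 probes were for protein coding genes, 25 for lncRNAs, 56 for snoRNAs or scaRNAs and 3 for other RNAs, and 135 could not be matched to an annotated gene. Small nucleolar RNAs (snoRNAs) and the related small Cajal body RNAs (scaRNAs) guide the modification of other ncRNAs. In SUPHD1, 13 of the 16 probes were for protein coding genes, 1 was for a lncRNA, 0 were for snoRNAs or scaRNAs and 2 were unmatched. The lncRNA probes as a class had a median log2 change of -0.02 over 1375 probes in L428 and of 0.01 over 1545 probes in SUPHD1. The snoRNA and scaRNA probes had a median log2 change of 0.58 in L428, with quartiles of 0.20 and 1.06 (p = 3.4e-04 from limma's camera against all other probes, n = 202 probes). Of these, 177 rose. The paper's Table S4 lists 67 snoRNA and scaRNA probes, by the same annotation, as IP enriched in L428 and 0 in SUPHD1. In SUPHD1 their median change was -0.17, with quartiles of -0.50 and 0.07 (p = 0.0073 from limma's camera, n = 179 probes), and 58 rose. The set was chosen from its rows in Table S4, which comes from these same arrays. Table S4 and the camera p-values are therefore not independent support for the pattern. The probes are not independent replicates, and each change rests on 2 replicates per group. At an adjusted p under 0.05 from limma, 129 of them were higher and 1 lower in L428, while 1 was higher and 32 were lower in SUPHD1. Over the alternative settings the L428 median ran from 0.21 with no filter on dim probes to 0.93 with the processed signal. circRNAs were not analysed here.

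**Figure D3:**
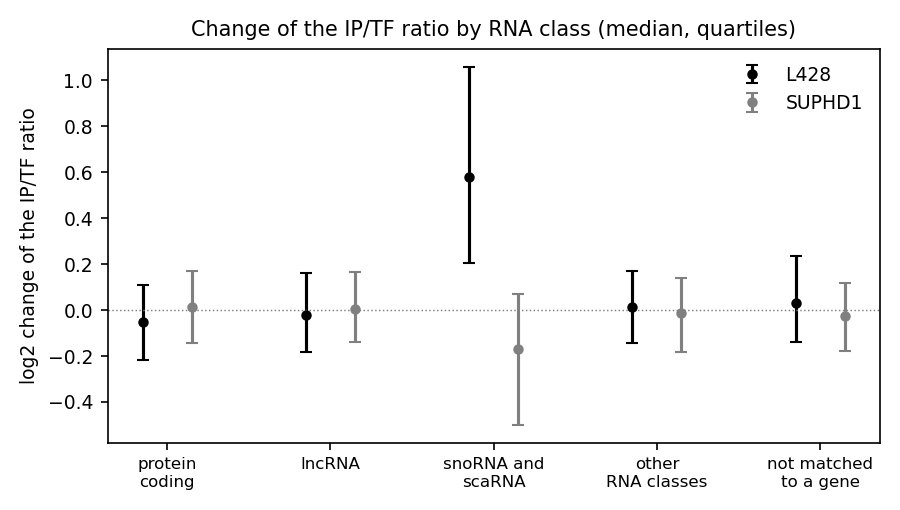
Log2 change of the IP/TF ratio upon miR-150 overexpression by RNA class in L428 (black) and SUPHD1 (grey). Points are medians over the probes of a class and bars reach from the lower to the upper quartile. The snoRNA and scaRNA probes lie at 0.58 in L428 and at -0.17 in SUPHD1, and the medians of the other classes lie between -0.05 and 0.03.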

As our AGO2-IP analysis was focused on protein coding genes, it is possible that next to targeting MYB and ZDHHC11 transcripts, specific ncRNAs (e.g., lncRNAs or circRNAs) are targeted by miR-150 in only BL or HL. Therefore, it remains unclear why miR-150 overexpression does not show a clear phenotype in HL.

We were unable to define the miR-150 target genes in DLBCL cell lines, as the lentiviral infection efficiencies were insufficient to allow isolation of sufficient infected cells for the AGO2-IP procedure. We expect that the efficiencies for the targeting of miR-150 to MYB and ZDHHC11 in DLBCL will also be good but this needs to be established. Thus, we cannot rule out that in DLBCL the limited phenotype upon miR-150 overexpression is related to poor efficiency to target MYB and ZDHHC11. A second limitation of our study is that we used a subset of the cell lines for studying the effect of miR-150 overexpression on growth. Therefore, we cannot exclude the possibility that miR-150 may inhibit growth in other HL or DLBCL cell lines. Lastly, as the efficiencies of the shRNAs against MYC, MYB and ZDHHC11 were not retested in all cell lines, we cannot rule out that differences in the strength of the phenotype are caused by differences in shRNA efficiencies between cell lines.

## 5. Conclusions

In conclusion, although MYC, MYB and ZDHHC11 all have important roles in the growth of HL and DLBCL, the network, as defined in BL with a critical role of miR-150, is not broadly applicable to other GC B-cell derived lymphoma subtypes. Based on our data, the induction of miR-150 might present an attractive therapeutic approach for BL, but not for other GC B-cell derived lymphomas. The lymphoma specific role of ZDHHC11 remains to be elucidated and studying the individual ZDHHC11 products might provide further mechanistic insights in different B-cell lymphoma subtypes.

## Figures and Tables

**Figure 1:**
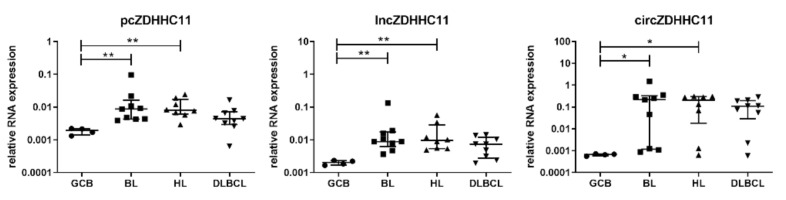
Expression pattern of the three ZDHHC11 transcripts in B-cell lymphoma cell lines and germinal center B-cells (GCB). Relative RNA expression of the protein coding ZDHHC11 (pcZDHHC11), linear non-coding ZDHHC11 (lncZDHHC11) and circular ZDHHC11 (circZDHHC11) in GC B-cells sorted from tonsils (*n* = 4), Burkitt lymphoma (BL, *n* = 9), Hodgkin lymphoma (HL, *n* = 8) and diffuse large B-cell lymphoma (DLBCL, *n* = 9) cell lines were determined by RT-qPCR. The expression was normalized to U6. Kruskal-Wallis test with Dunn’s post-hoc tests were used to assess significance; * *p* < 0.05, ** *p* < 0.01, data are represented as median with interquartile range. For better visualization in the figures, expression levels of circZDHHC11 were multiplied with 1000.

**Figure 2:**
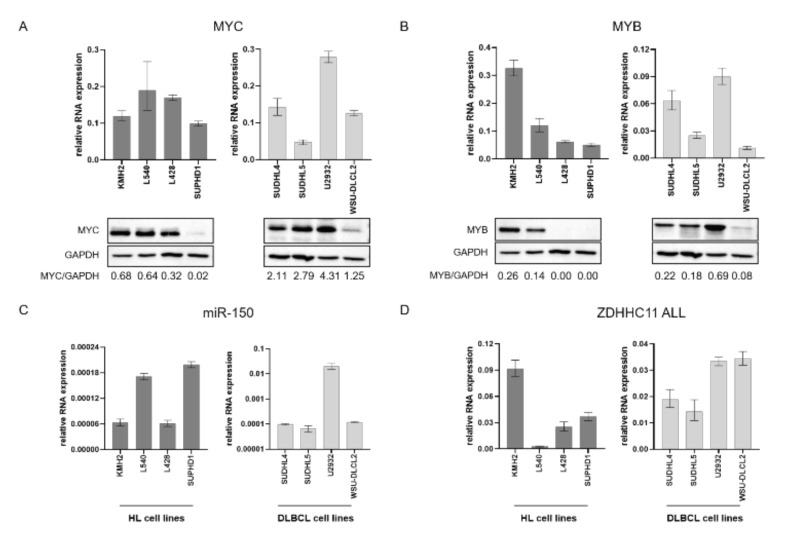
MYC and MYB protein and MYC, MYB, miR150 and ZDHCC11 transcript levels in HL and DLBCL cell lines. Relative RNA expression (upper panels) of (**A**) MYC, (**B**) MYB, (**C**) miR150, and (**D**) ZDHHC11 all transcripts (ZDHHC11 ALL) in 4 HL (KMH2, L540, L428, SUPHD1) and 4 DLBCL (SUDHL4, SUDHL5, U2932, WSUDLCL2) cell lines. The RNA levels were normalized to U6. Kruskal-Wallis test with Dunn’s post-hoc tests were used to assess significant differences; data are represented as median with interquartile range. Western blots (lower panels) showing (**A**) MYC and (**B**) MYB protein levels. GAPDH was used as a loading control and for quantification. Fold differences relative to the ST486 BL cell line are shown below the blots (see full blot, including ST486 in Figure S2 for uncropped blots).

**Figure 3:**
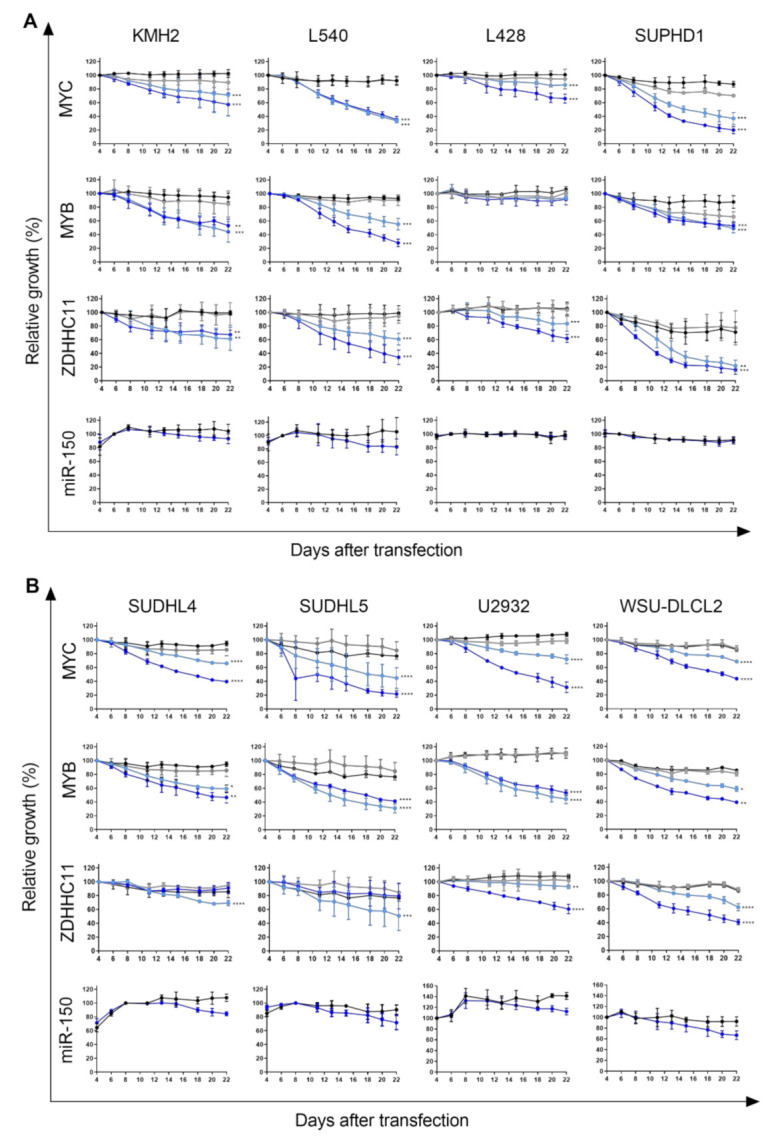
Effect of MYC, MYB and ZDHHC11 knockdown and miR-150 overexpression on growth of HL and DLBCL cell lines. (**A**) HL and (**B**) DLBCL cell lines were infected with a lentivirus carrying a shRNA construct targeting MYC, MYB or ZDHHC11 transcripts (two shRNAs per transcript, shRNA-1 in light and shRNA-2 in dark blue) or shRNA control vectors (black and grey). An overexpression vector was used for miR-150 (dark blue), and an empty overexpression vector as a control (black). The effect on cell growth was assessed by following the percentage of GFP+ cells for three weeks post-transfection (*n* = 3), with the GFP percentage normalized to day four, six or eight after transfection. Mixed model analysis was used to determine significant differences; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 4:**
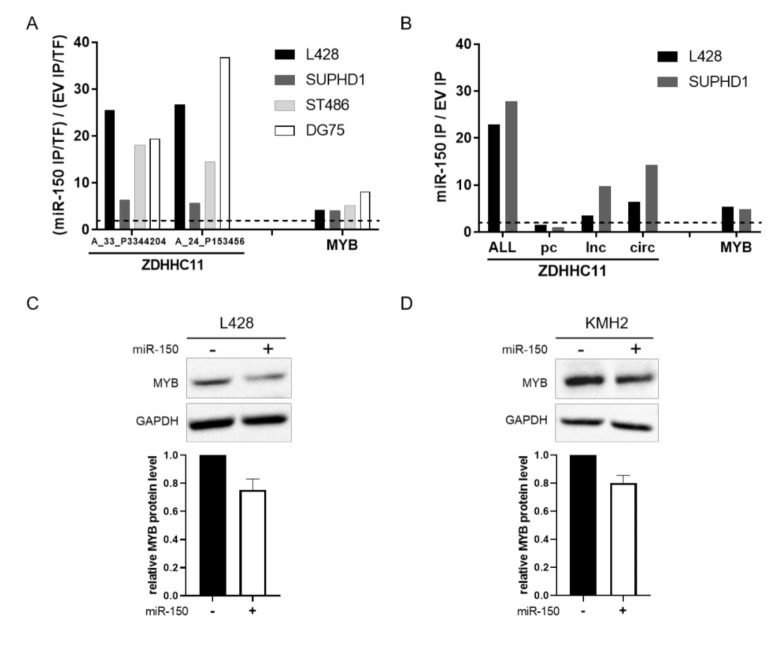
MiR-150 targets ZDHHC11 and MYB in HL cell lines. (**A**) Microarray analysis showing increased enrichment of ZDHHC11 (2 probes) and MYB transcripts in the AGO2 immunoprecipitated (IP) fraction upon miR-150 overexpression in HL (L428 in black, SUPHD1 in dark grey) and BL cell lines (ST486 in light grey, DG75 in white). The dotted line indicates a fold change of 2. (**B**) RT-qPCR analysis showing increased enrichment of ZDHHC11 transcripts (all three transcripts, ALL; protein-coding transcript, pc; linear non-coding transcript, lnc; circular non-coding transcript, circ) and MYB in the AGO2-IP fraction upon miR-150 overexpression in L428 (black) and SUPDH1 (dark grey). The increase in IP enrichment was calculated as the ratio IP/total fraction (TF) fraction in miR-150 overexpressing cells over the ratio IP/TF in empty overexpression vector (EV) cells. Western blots showing MYB levels in the HL cell lines (**C**) L428 and (**D**) KMH2 infected with EV (miR-150−) or miR-150 overexpression vector (miR-150+). The relative expression was normalized to GAPDH (*n* = 2, see also Figure S7).

## Data Availability

Array data have been submitted at GEO under number GSE188310.

## Supplementary Materials

The following are available online at www.mdpi.com/article/10.3390/genes13020227/s1, Figure S1: Expression of MYC, MYB, miR-150 and all ZDHHC11 transcripts in B-cell lymphoma cell lines, Figure S2: Original immunoblots for MYC, MYB and GAPDH in HL and DLBCL cell lines, Figure S3: Expression of ZDHHC11 in primary cases of cHL and DLBCL, Figure S4: Knockdown efficiency tests of shRNAs directed against MYC and MYB, Figure S5: Efficiency of miR-150 overexpression in BL, HL and DLBCL cell lines, Figure S6: Efficiency of the AGO2 RNA Immuno Precipitation assessed by Western blot and qRT-PCR, Figure S7: Original immunoblotsshowing MYB levels in HL cell lines upon overexpression of miR-150, Figure S8: Overlap of miR-150 targets identified in HL and BL cell lines, Table S1: Cell lines and culturing media, Table S2: Sequences of the qRT-PCR primers, Table S3: Antibodies used for western blot analysis, Table S4: MiR-150 target genes identified by AGO2-RIP-Chip in L428 and SUPHD1-miR-150 cells.

# Supplementary material for: The Role of the MYC/miR-150/MYB/ZDHHC11 Network in Hodgkin Lymphoma and Diffuse Large B-Cell Lymphoma
**Source:** Genes (Basel). 2022 Jan 25;13(2):227. doi: 10.3390/genes13020227
**Supplement:** Supplementary file 1

**Supplementary Table S1. Cell lines and culturing media**

1. Lenoir GM, Vuillaume M, Bonnardel C. The use of lymphomatous and lymphoblastoid cell lines in the study of Burkitt's lymphoma. IARC Sci Publ. 1985;(60):309-18. PMID: 3934070.
2. Atayar C, Kok K, Kluiver J, Bosga A, van den Berg E, van der Vlies P, Blokzijl T, Harms G, Davelaar I, Sikkema-Raddatz B, Martin-Subero JI, Siebert R, Poppema S, van den Berg A. BCL6 alternative breakpoint region break and homozygous deletion of 17q24 in the nodular lymphocyte predominance type of Hodgkin's lymphoma-derived cell line DEV. Hum Pathol. 2006 Jun;37(6):675-83. doi: 10.1016/j.humpath.2006.01.018. PMID: 16733207.

**Supplementary Table S2. Sequences of the qRT-PCR primers**

F = forward primer, R = reverse primer, S = sense sequence, AS = antisense sequence.

**Supplementary Table S3. Antibodies used for western blot analysis.**

**Supplementary Table S4. MiR-150 target genes identified by AGO2-RIP-Chip in L428 and SUPHD1-miR-150 cells.**

How the deposited data were processed for this re-analysis (not part of the article)

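AGO2-RIP was measured on arrays in the HL cell lines L428 and SUPHD1, each with EV or the miR-150 overexpression vector, in the TF and the IP fraction, with 2 replicates per group. The 8 arrays (Agilent SurePrint G3 Human GE 8x60K) lay on 1 slide. Each held L428 in the Cy3 channel and SUPHD1 in the Cy5 channel, so that the 8 arrays gave 16 channels. For each array the deposited table was the same under its Cy3 and its Cy5 sample, and each channel was read once. No sample was left out.

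The authors scanned the arrays and extracted them with Agilent Feature Extraction 12.0.1.1. The deposited values used here were, for each spot, the median signal and the median of its local background as raw intensity, without normalization. The authors' software also gave a processed signal, an intensity after background subtraction, spatial detrending and dye normalization against the other channel of the same array. The deposited tables also held other columns, the flags (0 or 1) with which the authors' software marked spots that were well above background, not uniform or saturated. The paper's methods refer to earlier work for the array analysis and its text does not name a normalization or a test for the arrays.

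The tables gave 60901 spots other than controls for 58201 probes, of which 57901 had 1 spot and 300 had 10. Spots marked as not uniform were left out and repeated probes were averaged. Mean signal, the intensity planned at first, was not used, and the median signal took its place. Background was corrected with the normexp method of limma with an offset of 50, and log2 intensities were quantile normalized over the 8 channels of a cell line. Probes were kept when well above background in both replicates of at least 1 of the 4 groups. Gene names came from matching the RefSeq identifiers of the array to the reference annotation, which covered 31104 probes (53.4%), and from Table S4 for probes it lists. Chromosome positions were not used here. Depth does not apply to arrays, and their number limits the precision.

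Each cell line was fitted with limma, with 1 mean per group, and the contrast was the log2 IP/TF ratio with miR-150 minus that with EV. The TF was compared between miR-150 and EV in the same fit. A further fit over all 16 channels tested whether the IP/TF change differed between the cell lines. It had no term for the array. All tests were two-sided, p-values were adjusted over the probes kept with the Benjamini-Hochberg method, and probes with an adjusted p under 0.05 were called. With 2 replicates per group an exact permutation test of a single probe cannot reach this threshold. The paper's criterion was applied to the means of the replicates, with IP/TF ratios under 1 set to 1. The snoRNA and scaRNA probes were tested as a set with limma's camera, with the correlation between probes estimated from the residuals. This set was chosen after its rows in Table S4 were seen. The text names every gene that the paper names for the arrays, MYC, the probes that Table S4 lists at 2-fold or more in both cell lines, and in each cell line the 5 probes with the largest increase in IP/TF ratio among those called and higher in both replicate numbers. All probes of such a gene were analysed.

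The steps were tested on simulated data, with 200 probes changed 4-fold among the probes of each cell line. limma recovered 99.5% of them in L428 with 9 false calls, and 96.0% in SUPHD1 with 15 false calls. The criterion of the paper was run there without the floor on the IP/TF ratio and scored on the raised probes alone. It recovered 100% of these in both, with 6 and 13 false calls. Before the changes, the simulated groups of a probe had the same mean. The criterion with the floor, as used on the data, was not tested in this way.

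The alternatives were other normalizations (75th percentile scaling, median scaling, loess within each array followed by quantile normalization of the average intensity), the processed signal, a normexp offset of 10, no background correction, no filter on dim probes, only probes well above background in all 8 channels, each replicate left out, the replicate number as a block, all 16 channels in 1 fit, no floor on the IP/TF ratio, a 2-fold change in addition to the adjusted p, and for camera an inter-probe correlation of 0.01. A block that crosses the replicate numbers of EV and miR-150, and a block of the IP and TF of the same vector and replicate number, were chosen after seeing the data. A test of genes with a miR-150 seed site in the 3' UTR was planned and not run, because no transcript sequences were used here. Tests for single outlying samples and for other splits of the samples need larger groups than 2. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.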

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

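The tests in this part were written down before their own results were seen, apart from the following, which were chosen afterwards. These were the comparisons of ZDHHC11 with MYB and with the smaller offset, and the rankings of the snoRNA and scaRNA probes by signal. For the effect shared by an array they were the correlation over the other probes, the other pair of channels, the comparison of medians and the signs for LOC101927851. The last was the subtraction of each array's own leak.

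The change of the IP/TF ratio upon miR-150 overexpression differed between L428 and SUPHD1 for 2876 of 26468 probes at an adjusted p under 0.05 from limma. It was higher in L428 for 1555 probes and higher in SUPHD1 for 1321. Each cell line was labelled with 1 dye and precipitated on its own, so a difference between the cell lines cannot be told apart from a difference between the dyes or the precipitations. The number and the balance also move with the scaling. With 75th percentile scaling, which moved the median change of all probes to 0.31 in L428 and to -0.16 in SUPHD1, 15033 probes differed, of which 13529 were higher in L428 and 1504 higher in SUPHD1.

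The ZDHHC11 and ZDHHC11B probes rose in both cell lines, and more so in L428. The difference of the log2 change was 1.30 for ZDHHC11 A_24_P153456 (adjusted p = 3.9e-04), 1.02 for ZDHHC11 A_33_P3344204 (adjusted p = 7.4e-04) and 1.102 for ZDHHC11B A_33_P3345643 (adjusted p = 0.0010). A response of the Cy5 channels that is compressed for all probes could give such differences, but the MYB change differed by 0.08 (adjusted p = 0.767). Compression of low signals by the offset is a further candidate explanation. With a normexp offset of 10, A_24_P153456 changed by 5.21 in L428 and by 3.70 in SUPHD1, so that the gap did not close. A dye response specific to these probes was not tested, and a difference between the cell lines in how many ZDHHC11 transcripts are bound remains possible.

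LOC101927851 A_21_P0001246 differed by 3.46 (adjusted p = 0.0015), being higher with miR-150 in L428 and lower in SUPHD1 in each replicate number. IKBIP A_23_P53467 differed by -1.002 (adjusted p = 0.0023) and rose in both cell lines. MYC A_23_P215956 differed by -0.49 (adjusted p = 0.034) and its IP/TF ratio fell by 0.80 on the log2 scale in L428 (adjusted p = 6.5e-04) and by 0.30 in SUPHD1 (adjusted p = 0.241). All of these probes were well above background in all 8 channels of each cell line, so the limit near the background does not apply to them. No explanation, technical or biological, was tested for these probes beyond the alternatives of the processing, and cell line and dye remain the same split. For LOC101927851 the changes on shared arrays had equal signs, a comparison made after its values were seen. They were 1.53 (L428 IP) with 0.63 (SUPHD1 TF), and -0.55 (L428 TF) with -0.74 (SUPHD1 IP). An effect shared by the channels of an array would give equal signs, so it remains a candidate for this probe.

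The snoRNA and scaRNA probes are a class that the paper's text does not discuss, although the paper's Table S4 lists 67 of them as IP enriched in L428 and 0 in SUPHD1. Table S4 comes from these same arrays and led to the choice of this class, so the camera p-values are not independent support. The probes of this class rose in L428 with a median log2 change of 0.58 (p = 3.4e-04 from limma's camera, n = 202 probes, of which 177 rose) and fell in SUPHD1. Fitted over all 16 channels, the median difference between the cell lines was 0.70 (p = 4.8e-06 from limma's camera, n = 208 probes), and 108 of the probes differed at an adjusted p under 0.05. The rise in L428 came from the IP fraction, where the median difference between miR-150 and EV was 0.72, against 0.12 in the TF. The direction in each cell line was the same under each scaling alternative. Relative to the median of all probes, the set changed by 0.45 in L428 and by -0.20 in SUPHD1 with 75th percentile scaling.

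An overall stronger separation of IP from TF with miR-150 could raise a set that is already enriched in the IP. Over the probes of other RNA classes, the slope of the miR-150 log2 IP/TF ratio on the EV ratio, divided by the slope between EV replicates, was 0.889 in L428. Differences between the vectors in single probes also lower this quotient, so it cannot show a weaker separation or exclude a slightly stronger one. The set's median log2 IP/TF ratio was 0.29 with EV and 0.92 with miR-150 in L428. Separation alone would need a quotient far above 1 for that, so 0.889 argues against it as the source of the whole rise. In SUPHD1 the quotient was 0.885, so a weaker separation is a candidate explanation for the fall there, though it gives a change of only -0.02 on the set's median EV ratio, against the -0.17 measured. Probes near the background are another candidate source. The median change among the set's probes well above background in all 8 channels was 0.77 in L428 and -0.24 in SUPHD1, but the signal of the dim miR-150 IP channels enters both this filter and the change, so these values do not settle it. Ranked instead by the mean signal over all 8 channels, in which each channel counts the same, the 77 of 306 probes of the set with the highest signal had a median change of 1.06 in L428, where 76 rose, and of -0.42 in SUPHD1, where 16 rose. Ranked by the TF channels alone, which leaves the IP signal out of the ranking, the 77 probes with the highest signal had a median change of 0.76 in L428, where 73 rose, and of -0.21 in SUPHD1, where 26 rose. The changes are therefore not confined to probes near the background. Small changes of dim probes carry no weight here, because the offset pulls them towards 0. Signal leaking between the dyes was bounded by spots that were bright in 1 channel. The lowest signals in the Cy3 channel of such spots were at most 2.17% of the Cy5 signal, under the 5% set as the limit. In the other direction they ranged from 4.17% to 10.8% over the arrays, on both sides of the limit, so the spots alone do not settle whether Cy3 signal leaked into Cy5. After subtracting a leak at the highest rate that the spots of all arrays allow, 0.771% into Cy3 and 4.17% into Cy5, the median change was 0.60 in L428 and -0.17 in SUPHD1. These rates are too low to move the values much. With the bound of each array subtracted instead, up to 2.17% into Cy3 and 10.8% into Cy5, the median change was 0.59 in L428 and -0.089 in SUPHD1, so a leak of Cy3 into Cy5 remains a candidate explanation for part of the fall in SUPHD1. An effect shared by the channels of an array would tie the L428 IP to the SUPHD1 TF, which were hybridized together. Across the set's probes their changes had r = 0.27, positive and close to the 0.3 set as the limit, against 0.060 over the probes of other classes. The changes of the L428 IP and the SUPHD1 IP, on different arrays, had r = -0.65. For the other pair on shared arrays, the L428 TF and the SUPHD1 IP, r was 0.079, against 0.0094 over the probes of other classes. The set's median changes on shared arrays had opposite signs. They were 0.72 (L428 IP) with -0.079 (SUPHD1 TF), and 0.12 (L428 TF) with -0.23 (SUPHD1 IP). A shared effect would give the same sign, so these medians go against it as the source of the opposite changes. The r of 0.27 goes with it, so an effect shared by the channels of an array is not excluded.

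Of these technical explanations, a weaker separation of the fractions remains for part of the fall in SUPHD1 (-0.02 of the change). So does a leak of Cy3 signal into Cy5. The part of the fall left after subtracting the leak (-0.089) was not traced to the separation or the leak. An effect shared by the channels of an array is not excluded, although the set's medians on shared arrays had opposite signs. The rise in L428 was not traced to the separation, the background or the leak, but it was measured in the dimmest channels, whose dimness was not explained. It may be that snoRNAs and scaRNAs were bound or carried over differently in the L428 precipitations, and this hypothesis rests on a median change of 0.76 among the 77 probes of the set with the highest TF signal, found and tested on the same data. It cannot be told apart from whatever lowered the signal of those channels, and an effect shared by the channels of an array is not excluded.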

How the results depend on the processing

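The main settings and the alternatives were fixed before the data were examined, except that the crossed replicate block and the block of vector and replicate number were chosen after seeing the data and that the median signal replaced the planned mean signal.

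Of 83 comparisons of the IP/TF changes of the ZDHHC11 and MYB probes with an alternative that gives a test, 82 kept their direction and their side of the threshold. The 14 values with a replicate left out have no test, and all 14 kept their direction. The exception was ZDHHC11 A_21_P0012878 in SUPHD1, whose change of 0.60 passed with all 16 channels in 1 fit. The changes of A_24_P153456 ranged from 4.30 to 5.81 in L428 and from 3.10 to 4.08 in SUPHD1, those of A_33_P3344204 from 4.73 to 5.71 and from 3.87 to 4.49, and those of MYB from 1.66 to 2.15 and from 1.99 to 2.14. The probes IP enriched in both cell lines numbered from 4 to 7. The 5 main ones were shared by every setting except median scaling, which left out ATP6V1G1. Leaving out a replicate gave 6 each time. The TF changes were less stable. That of A_33_P3344204 in SUPHD1 was on the other side of the threshold in 7 of 12 alternatives, that of MYB in L428 in 2 and that of ZDHHC11B in SUPHD1 in 2, and those of the other ZDHHC11, ZDHHC11B and MYB results in the TF in 0.

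The numbers of called probes depended on the processing. With 75th percentile scaling there were 13267 changed IP/TF ratios in L428 (83.6% of them higher), 4608 changed TF probes in L428 (2923 higher), 144 changed IP/TF ratios in SUPHD1 and 15033 differences between the cell lines. With median scaling there were 10182 in L428, 4522 in its TF and 10742 differences between the cell lines, and in SUPHD1 161 of 246 were higher, against 125 of 333. With 75th percentile scaling the median change of all probes was 0.31 in L428 and -0.16 in SUPHD1. With a 2-fold change required as well, 374 probes were called in L428 (359 higher and 15 lower) and 56 in SUPHD1. Without a filter on dim probes the numbers were 2625 in L428, 1769 in its TF and 172 in SUPHD1. With a normexp offset of 10 they were 1850 in the TF of L428, 40 in SUPHD1 and 846 in its TF. With the processed signal they were 161 in SUPHD1 and 3592 in its TF (2097 higher, against 804 of 1797), and with all 16 channels in 1 fit 1370 and 3473. Without background correction 142 were called in SUPHD1. The replicate block gave 157 in SUPHD1 and the crossed block 715. The block of vector and replicate number gave 416 in SUPHD1 and 3851 in L428. The cause was not tested for these counts.

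By the paper's criterion, 88 L428 probes passed with median scaling, 822 with the processed signal and 468 with an offset of 10. In SUPHD1, 90 passed with the processed signal, 31 with an offset of 10 and 37 without the floor. Leaving out each replicate in turn gave from 288 to 308 probes in L428 and from 19 to 33 in SUPHD1. The cause was not tested. The limma counts have no such range, because 1 sample per group leaves nothing to test with.

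The median change of the snoRNA and scaRNA probes stayed above 0 in L428, from 0.21 to 0.93, and below 0 in SUPHD1, from -0.44 to -0.07. It passed camera's threshold wherever it was tested except with 75th percentile scaling in SUPHD1 (-0.35, p = 0.127, n = 179 probes, over a range of p from 4.5e-10 to 0.127). The cause was not tested.

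Over the other named probes, 269 of 297 comparisons with a test kept direction and side, 9 reversed, 8 were weaker and 11 stronger. Of the 50 values with a replicate left out, which have no test, 47 kept their direction and 3 reversed. CBL in L428 changed sign with 75th percentile scaling (0.29) and median scaling (0.012), but these scalings shift all probes. Relative to the median of all probes it was -0.013 with both and kept its sign. This relative value was -0.19 in the main fit, so the shift accounts for only part of the move. DKC1 in L428 reversed with median scaling (-0.022, and -0.047 relative to all probes). When each replicate was left out, AKT2 A_23_P208870 ranged from -0.029 to 0.25 in SUPHD1, AKT2 A_33_P3400171 from -0.10 to 0.19 in SUPHD1 and AKT2 A_33_P3381647 from -0.45 to 0.23 in L428. A_33_P3400171 in SUPHD1 also changed sign with 75th percentile scaling (-0.10), though not relative to all probes (0.056), and reversed with the processed signal (-0.11). A_33_P3381647 in L428 also reversed with 75th percentile scaling (0.52), median scaling (0.24) and loess (0.22), and in SUPHD1 with loess (0.022). AKT2 A_33_P3400171 in L428 was called with 75th percentile scaling (0.83) and with median scaling (0.54). Relative to the median of all probes it was 0.52 with both, which is bound to be the same value. The probe was dim in L428, so a shift that depends on the signal is not excluded. Apart from these comparisons with the median of all probes, the cause was not tested.

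The seed-site test was not run in either cell line. With 2 replicates per group, single probes are limited to limma's test, and the dimmer miR-150 IP channels of L428 limit what can be said of probes that are weak there.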

Differences from the paper's values

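In SUPHD1, 16 probes were IP enriched by the paper's criterion, against the paper's 46 in the text and the paper's 58 at 2-fold or more in Table S4. For L428 the paper gives 225 in the text and 424 in Table S4. Which probes the text counts is not clear. The paper restricted its comparison with BL to genes that had probes on both arrays. The 46 may therefore not count the same set of probes as the 16. Of the alternatives set before the data were examined, leaving out replicate 1 (33 probes), no floor on the IP/TF ratio (37 probes) and a normexp offset of 10 (31 probes) came within 1.5-fold of the 46. The others did not: without replicate 2 (19), at least 2-fold in each replicate number (13), probes detected in both replicates of the miR-150 IP (16), 75th percentile scaling (16), median scaling (18), loess within each array (17), the processed signal (90), no background correction (22), no filter on dim probes (22) and probes well above background in all 8 channels (16). None of these alternatives came within 1.5-fold of the 58. Of the 58 probes of Table S4, all 58 had a higher IP/TF ratio with miR-150 here, 14 passed the criterion, and 27 were higher at an adjusted p under 0.05 from limma. With the processed signal 32 of them passed, and with an offset of 10, 20 passed.

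For ZDHHC11 A_24_P153456 in L428 the ratio was 17.2, against the paper's 26.7 in Table S4. It differed no longer with the processed signal (28.0), no floor on the IP/TF ratio (24.6), a normexp offset of 10 (22.7), no background correction (21.2) and without replicate 2 (18.3). It still differed without replicate 1 (16.1) and with 75th percentile scaling (17.0), median scaling (13.4) and loess within each array (17.7). The replicate block, all 16 channels in 1 fit, no filter on dim probes and probes well above background in all 8 channels cannot change this ratio. Some of these settings bring values that did not differ away from Table S4. Without the floor, A_24_P153456 in SUPHD1 was 9.97 against the paper's 5.7, A_33_P3344204 in SUPHD1 was 16.0 against the paper's 6.4, ZDHHC11B in SUPHD1 was 15.0 against the paper's 6.2 and IKBIP in L428 was 2.06 against the paper's 1.1. With median scaling, A_33_P3344204 in L428 was 15.7 against the paper's 25.5, ZDHHC11B in L428 was 13.9 against the paper's 22.5 and LOC101927851 in L428 was 3.44 against the paper's 5.8.

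Table S4 lists DIRC2 as enriched in both cell lines, while its ratio here was 1.65 in L428 and 1.81 in SUPHD1. The processed signal brought the L428 ratio to 2.08 and median scaling the SUPHD1 ratio to 2.06, and no setting brought both to 2-fold. Of the paper's 424 probes in Table S4 for L428, 231 passed here, and 419 passed with the processed signal. The paper describes EGR2 as not enriched in the HL cell lines. Its ratio was under 2-fold in both here, but in L428 limma called a rise of 0.46 (adjusted p = 0.033), and in SUPHD1 its ratio of 1.92 reached 2-fold with median scaling (2.18), 75th percentile scaling (2.00), loess within each array (2.00) and without replicate 2 (2.05). The paper describes DKC1 as not enriched. By its criterion it was not enriched here either, while limma called a rise of 0.42 in L428 (adjusted p = 0.014). That rise came more from the TF, which changed by -0.31, than from the IP, which changed by 0.11.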

Other observations

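Every test in this part was written down before its own result was seen.

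By the paper's criterion more probes were IP enriched in L428, 291, than in SUPHD1, 16. The dimmer miR-150 IP channels of L428 could be the source, since the 95th percentile of their background-corrected signal was 0.452 and 0.499 of that of the EV IP channels of the same replicate number. When the miR-150 IP channels of SUPHD1 were dimmed in the same proportion before processing, 14 SUPHD1 probes passed. This scaling keeps the order of the spots within a channel and quantile normalization nearly undoes it, so the number was bound to stay near 16 and the dimness remains a candidate source. Probes near the background could be another source. Among probes well above background in all 8 channels the L428 number was 16.8 times the SUPHD1 number. This filter kept 269 of the 291 L428 probes and 16 of the 16 SUPHD1 probes, and the signal of the dim channels enters both the filter and the change, so this value does not settle it. Differences between the dyes and between the precipitations of each cell line could not be tested.

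The lower signal of the L428 miR-150 IP channels could come from labelling, hybridization or scanning, or from less RNA in those fractions. The control transcripts that might separate these had a median background-corrected signal of at most 12.3 in the L428 channels, which is at the background, so the test could not show a drop and the sources cannot be told apart.

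MYC was not enriched by miR-150 overexpression. In the TF of L428 its probe A_23_P215956 rose by 0.34 on the log2 scale (adjusted p = 0.0084 from limma), and in the TF of SUPHD1 it changed by 0.03 (adjusted p = 0.886).

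Table S4 and the values here ranked the listed probes in a partly similar order, with a Spearman correlation across probes, which are not independent, of 0.50 over the paper's 424 probes in L428 and of 0.41 over the paper's 58 in SUPHD1.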
